A study of Mus musculus with 5 samples. Its data were reported in "Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis" (2019).

How the data were processed

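The libraries were made from Lin-cKit+Sca1- (KL) cells, a sorted bone marrow population that holds the committed myeloid progenitors, of mice 20 weeks after tamoxifen. Per the labels, mice had been given tamoxifen at 1 mg per day for 5 days to switch on a Cre recombinase. The QuantSeq 3′ method reads the end of each polyadenylated transcript, so a count follows the number of transcript ends recovered and not the length of the transcript. The authors removed low-quality reads, trimmed the 5′ end and poly-A derived sequence, aligned reads to the mouse genome build mm10 with HISAT2 and counted reads per gene with the subread package. The deposited values are raw counts per gene, whole numbers that were not normalised, with the summed exon length of each gene beside them. The options for reads that align to several places and for strand are not known, so genes with near-identical copies and genes that overlap another gene may hold reads of both. Every column of counts was matched to 1 sample through the sample descriptions.

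The table held 52550 genes, of which 52403 were given a symbol through their gene identifiers. All of these were found in the GENCODE M21 annotation of the same build, 95.24% of them with identical start and end. Groups were taken from the sample titles, with 3 BcorΔE9-10 and 2 BcorWT libraries. Total counts ranged from 5998924 to 8303999. Counts of each pair of libraries within a group differed by more than sampling noise (chi-square per gene from 5.94 to 11.1, where 1 is the value for sampling noise alone), so each library was kept as a separate replicate. The 95% intervals given for shares of a library are Wilson intervals and cover counting error only, since reads were not counted by molecular identifier.

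Genes were kept with the filterByExpr function of edgeR (version 4.0.16; minimum count 10, minimum total count 15), which left 11766 genes. Libraries were scaled by TMM factors and genotype was tested with limma (version 3.58.1) on voom values, with Benjamini-Hochberg adjustment over all genes tested, in R version 4.3.3. This test was chosen because the methods of the study name limma, and edgeR's quasi-likelihood test and DESeq2 (version 1.42.0) were run as alternatives. CPM values are counts divided by the TMM-scaled library total in units of 1e+06 counts, given as mean ± SD. Fold changes are log2 values of BcorΔE9-10 over BcorWT with the standard error of the limma fit. All tests were two-sided.

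The 7 gene lists (HSC-associated, myeloid maturation, erythroid, megakaryocyte, basophil-mast-eosinophil, lymphoid and proliferation) were written from general knowledge with the text of the study known, and the HSC-associated list holds all 6 transcription factors that the study names. They were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 7 lists, and again with fry and with an estimated correlation. The genes named were Bcor, the 6 transcription factors that the study links to super-enhancers, other genes its text names with the tested members of the Hoxa, Gata and Cebp families, and the 5 highest rises and 5 deepest falls among called genes with a mean log2 CPM of at least 3, no overlap between the groups and a symbol that is not of a predicted gene, pseudogene or Riken clone. The groups, main tests, gene lists, naming rule and alternatives were fixed before the data were examined, except where the text says that a setting was chosen after seeing the data. Alternatives covered the test, scaling, expression filter, removal of predicted genes, depth, a replicate block and leaving out each library. Fits without a library filter genes anew, so list medians were also computed on the same genes as with all libraries, a setting chosen after seeing the data.

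For each gene, the GC content of the last 300 bases of its annotated transcript and the share of 30-base words in those bases that occur in another gene were computed from the annotation. GC content was known for 11759 of the 11766 genes. In an alternative chosen after seeing the data, a lowess trend on GC content (span 0.3) was removed from each library without reference to its group.

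The procedures were tested on simulated counts drawn with the means, dispersions and library sizes of these libraries. Of 194 changed genes among 11401 tested, limma-voom called 152 in the right direction, and 5% of its calls were false. With no gene changed it called 0 of 11429 genes, of which 517 had an unadjusted p-value under 0.05. With a GC trend set along the groups in the simulated libraries, 1356 unchanged genes among 11453 were called without the correction and 12 with it. That trend was stronger than in these libraries, with a Spearman correlation of log2 fold change with GC content of -0.73 against -0.25. The 1356 calls therefore do not estimate how many calls here come from GC content. Under the replicate block, 11.4% of the calls among 11401 genes were false.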

Results

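Gene expression was measured by 3′ RNA sequencing in KL cells from mice carrying a conditional Bcor allele that loses exons 9 and 10 (BcorΔE9-10, n = 3) and from mice with an intact gene (BcorWT, n = 2). The BcorΔE9-10 libraries held 8303999, 5998924 and 7948359 counts and the BcorWT libraries 7578505 and 7091726. S100a8, a gene of maturing granulocytes, took 10.9% (95% Wilson interval 10.87 to 10.91) and 10.5% (10.44 to 10.48) of the BcorWT counts. In the BcorΔE9-10 libraries it took 8.21% (8.19 to 8.23), 7.69% (7.67 to 7.71) and 7.33% (7.32 to 7.35). The first principal component, with 53.4% of the variance, separated the groups.

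The targeted gene was examined first. Bcor (mm10, chromosome X, 12036740 to 12160355, minus strand) had 196, 168 and 185 counts in the BcorΔE9-10 libraries and 83 and 109 in the BcorWT libraries. Its level was 24.1 ± 3.00 CPM (SD, n = 3) against 14.0 ± 3.09 CPM (SD, n = 2), a log2 fold change of 0.78 (SE 0.218, limma adjusted p = 0.0313). Counts at the transcript end do not read the removed exons, so they do not check the labels or show the deletion. The study reports a premature stop codon and a truncated protein at a low level, and the cause of the rise was not tested. It lists Bcor among its differentially expressed transcription factors. The call made here for Bcor was lost after GC correction, a setting chosen after seeing the data, with a log2 fold change of 0.44 (limma adjusted p = 0.224). It was also lost when any 1 of the BcorΔE9-10 libraries was left out.

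The study asked which genes differ between BcorΔE9-10 and BcorWT progenitors. Of 11766 genes tested, 1189 had a limma adjusted p-value under 0.05, of which 708 were higher and 481 lower in BcorΔE9-10. The study used a p-value under 0.05 with an absolute log2 fold change over 0.5 and its text does not say whether p was adjusted. Taken here as an unadjusted p-value, this threshold was passed by 1970 genes, 1311 higher and 659 lower. The quasi-likelihood test of edgeR called 1319 genes, 1152 of them shared with limma in the same direction. Leaving out BcorΔE9-10 library 3 moved the count most, to 723 genes, and leaving out library 2 gave 774. Scaling by total counts alone shifted the median log2 fold change of all genes by 0.14 and gave 1210 genes higher and 197 lower, so the split between directions depends on the scaling. With predicted genes and pseudogenes left out, 587 genes were higher and 438 lower.

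**Figure D1:**
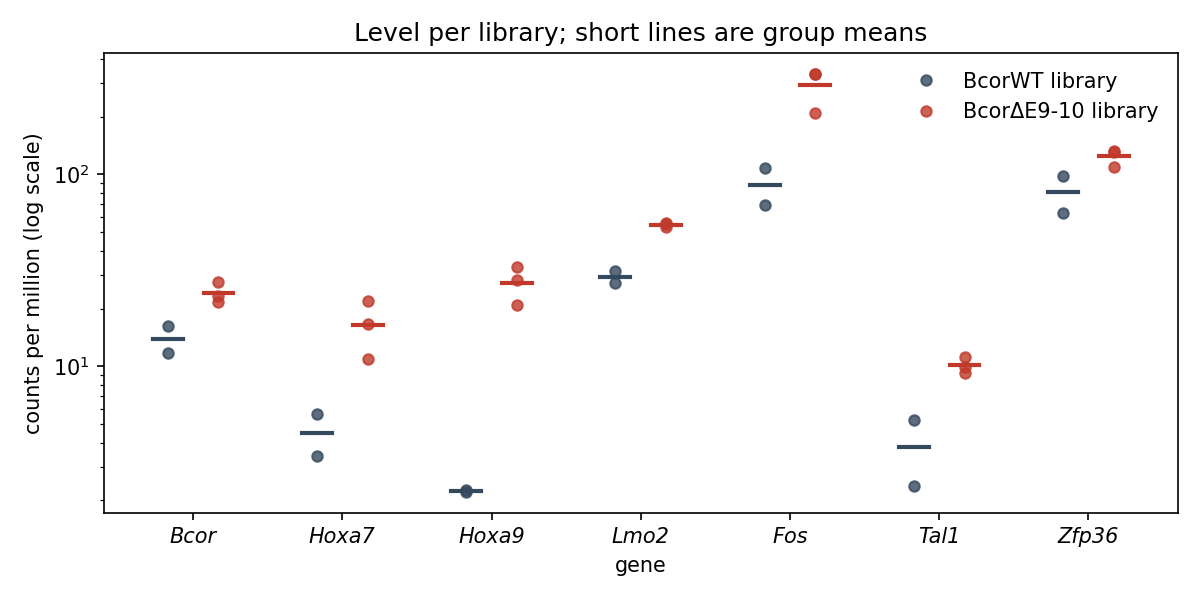
CPM on a log axis for Bcor and 6 transcription factors, with 1 point per library and short lines for the group means. For each of these genes all 3 BcorΔE9-10 libraries lie above both BcorWT libraries.

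Whether 6 transcription factors that the study links to super-enhancers were higher was tested next. Hoxa7, Hoxa9, Lmo2, Fos, Tal1 and Zfp36 were all past the threshold, both over all genes tested and adjusted over the list alone (6 of 6 each). The study chose them partly on their difference in these libraries, so neither count is independent evidence. Hoxa9 (chromosome 6, 52223100 to 52231089, minus strand) rose from 2.25 ± 0.035 CPM (SD, n = 2) to 27.3 ± 6.03 CPM (SD, n = 3), a log2 fold change of 3.56 (SE 0.469, limma adjusted p = 0.000192). It overlaps another gene on its strand, and its counts may hold reads of that gene. Fos (chromosome 12, 85473890 to 85477273, plus strand) rose from 88.6 ± 26.8 CPM (SD, n = 2) to 292 ± 72.1 CPM (SD, n = 3), a log2 fold change of 1.71 (SE 0.205, limma adjusted p = 9.78e-05). The log2 fold changes of Hoxa7, Tal1, Lmo2 and Zfp36 were 1.89, 1.48, 0.91 and 0.65. Without BcorWT library 2, which leaves 1 control and no test, those of Tal1 and Zfp36 were 0.94 and 0.34. Zfp36 was no longer past the threshold after GC correction (limma adjusted p = 0.0642).

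Other genes named in the study were examined with the same fit. Myc (chromosome 15, 61985391 to 61990374) was higher with a log2 fold change of 2.26 (SE 0.446, limma adjusted p = 0.00401), as were Clic4 (1.39), Calm2 (1.00), Runx2 (1.04) and Prex1 (0.48). Zfp36l1, Bahcc1, Six5 and Dmwd had positive fold changes that did not pass the threshold, with limma adjusted p-values of 0.0503, 0.0750, 0.122 and 0.306. Zfp36l1 passed under the quasi-likelihood test of edgeR (adjusted p = 0.0252). At the study's threshold taken as an unadjusted p-value, Zfp36l1, Bahcc1 and Six5 passed (limma unadjusted p = 0.00509, 0.00971 and 0.0219). Their log2 fold changes were 1.76, 2.20 and 1.96. Dmwd did not pass it (limma unadjusted p = 0.108), nor did Prex1, whose log2 fold change of 0.48 lay under 0.5. The study names Bahcc1, Six5 and Dmwd for changes in histone marks. Of the tested Hoxa members, Hoxa5 was also higher, with a log2 fold change of 2.87 from 2 and 9 counts in the BcorWT libraries. Gata2 was higher (1.05, limma adjusted p = 0.00726) and Gata1, with under 20 counts in every library, did not pass the threshold. Among the Cebp genes, Cebpb (1.31) and Cebpg (1.04) were higher, while Cebpa, Cebpe, Cebpd and Cebpz did not differ beyond the threshold. Runx2 lost its call after GC correction, and Prex1, Cebpg, Tal1, Zfp36 and Hoxa5 each lost theirs in at least 1 fit that left out a BcorΔE9-10 library. With all libraries kept, Hoxa5 also lost its call with sample quality weights (limma adjusted p = 0.0652) and counts drawn down (0.0607). The same held for the replicate block (0.0554) and GC correction with that block (0.0639). Hoxa5 kept its call in the other fits with all libraries in which it was tested. Without BcorWT library 1 the log2 fold changes of Hoxa5, Bahcc1 and Cebpg were 1.86, 1.18 and 0.56. That of Dmwd changed direction, to -0.17, without BcorWT library 2.

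The 5 highest rises under the naming rule were those of Chil4, Tap2, Snrpf, Hoxa9 and Ldb1. Tap2 (chromosome 17, 34203527 to 34216321) rose from 8.77 ± 4.37 CPM (SD, n = 2) to 116 ± 8.18 CPM (SD, n = 3), a log2 fold change of 3.81 (SE 0.266, limma adjusted p = 1.29e-06). Tap2, Snrpf and Ldb1 overlap genes on the other strand, which may share their reads if strand was not used in counting. The 5 deepest falls were those of Il1f9, Ear1, Acvrl1, S100a6 and Il1rn. Il1f9 fell by 2.05 on the log2 scale (SE 0.324, limma adjusted p = 0.000937). Ear1 fell by 2.02, but 82.7% of the 30-base words at its end occur in other genes, so its value is uncertain. S100a6 fell by 1.45, with 5246 and 2228 counts in the BcorWT libraries. Without BcorWT library 1 the log2 fold changes of S100a6 and Acvrl1 were -0.86 and -0.80.

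The study asked whether KL cells carried more stem cell transcripts and fewer transcripts of myeloid maturation. The HSC-associated list (28 of 47 genes tested) had a median log2 fold change of 0.42, with 21 genes higher and 7 lower (camera adjusted p = 0.000781). Without BcorWT library 1 the median was 0.65, and 0.60 on the same genes. Of the tested genes, 8 are ones the study names from these data or members of gene families it names, so the call is not independent of the study's choice. All 8 were called higher here, and their removal was bound to lower the median. Over the other 20 genes it was 0.13, with 13 higher and 7 lower (camera adjusted p = 0.533), a setting chosen after seeing the data. The myeloid maturation list (46 of 46 tested) had a median of -0.34, with 34 genes lower and 12 higher (camera adjusted p = 3.31e-08). Without 3 such genes its median was -0.36 (camera adjusted p = 1.76e-08).

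The KL gate holds several progenitor types, and 5 further lists were tested. The basophil-mast-eosinophil list had a median of -1.21, with 13 of 14 genes lower (camera adjusted p = 1.88e-10). The erythroid list had a median of 1.24 (camera adjusted p = 0.0113), which was 0.34 and did not pass without BcorΔE9-10 library 3, both with genes filtered anew (camera adjusted p = 0.0710) and on the same 17 genes (camera adjusted p = 0.0571). The lymphoid (1.06, camera adjusted p = 0.143), megakaryocyte (0.06, camera adjusted p = 0.716) and proliferation (-0.07, camera adjusted p = 0.228) lists did not pass. The lymphoid median ran from 0.18 without BcorWT library 2 to 1.73 without BcorWT library 1. Under fry the HSC-associated, myeloid maturation and basophil-mast-eosinophil calls held and the erythroid call did not. With an estimated correlation the myeloid maturation call alone held (camera adjusted p = 0.0434).

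**Figure D2:**
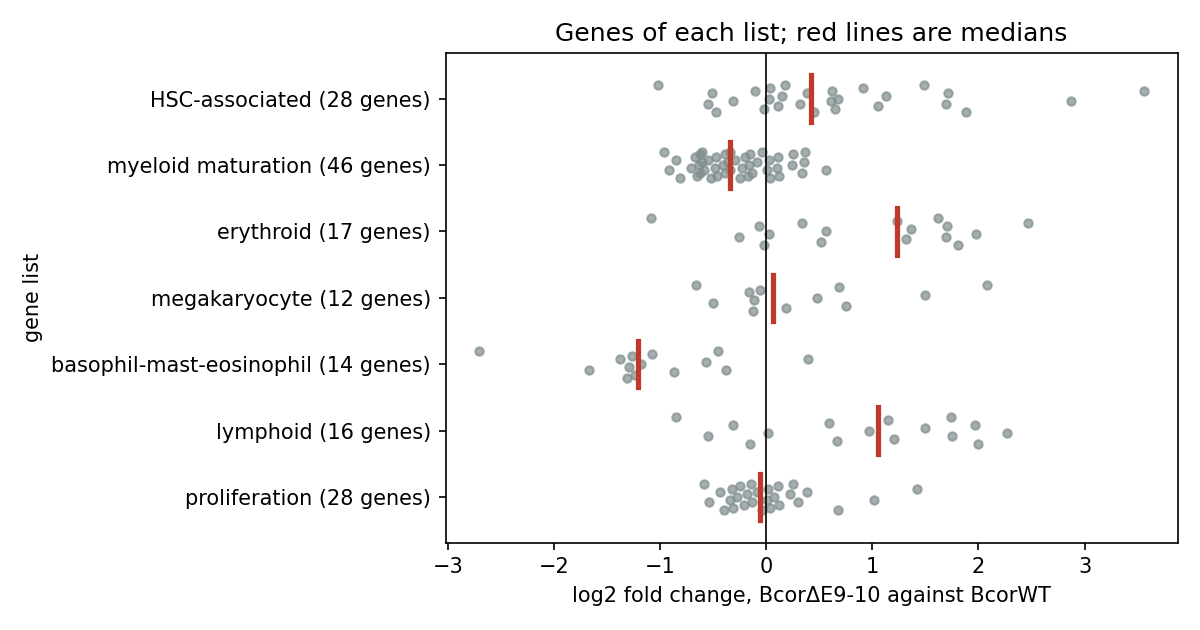
Log2 fold change of each tested gene (horizontal axis) in 7 gene lists, with red lines for the list medians. The basophil-mast-eosinophil median is -1.21 and the myeloid maturation median -0.34, while the HSC-associated median is 0.42.

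Fold changes were compared with the GC content of the transcript ends. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change with GC content was -0.25. When genes were divided into 5 bins of GC content, 283 were called higher and 38 lower in the lowest bin, and 55 higher and 149 lower in the highest bin. After removal of the trend of each library, 1008 genes were called, 854 of them shared with the uncorrected calls in the same direction.

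**Figure D3:**
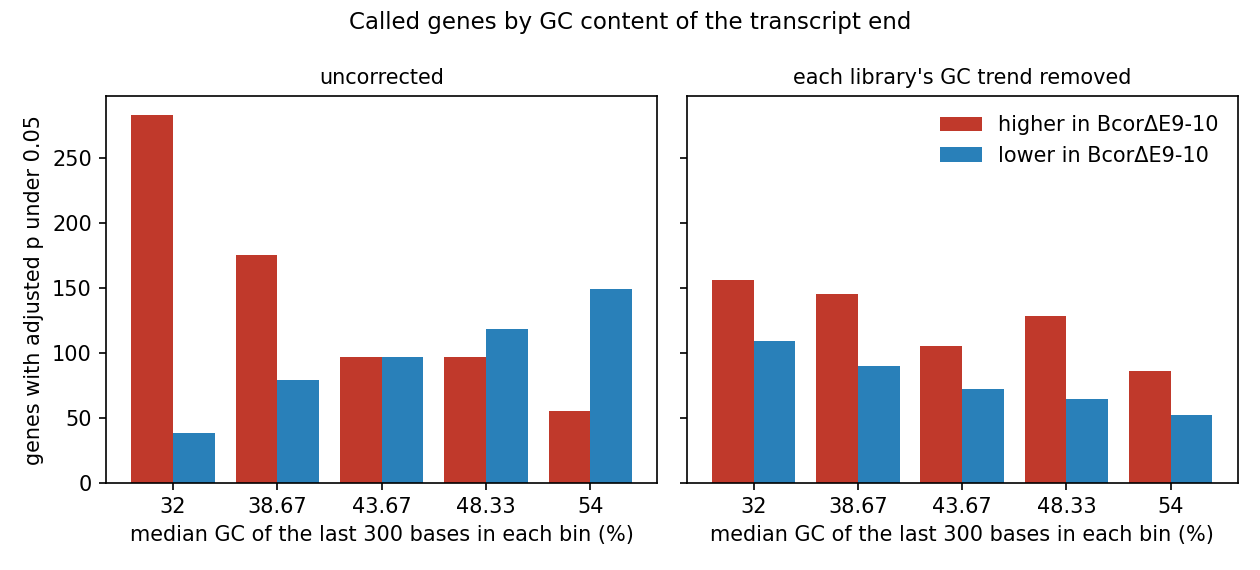
Number of genes with a limma adjusted p-value under 0.05 (vertical axis) in 5 bins of genes by GC content of the last 300 bases (horizontal axis, median percent), before and after removal of the GC trend of each library. Before removal 283 genes of the lowest bin were higher in BcorΔE9-10, and after it 156.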

Values the study reported

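The study reported 1497 differentially expressed genes between BcorΔE9-10 and BcorWT KL cells. Of transcription factors, it counted 89 as differentially expressed.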

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

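The count of genes past the adjusted threshold stayed within 1.5 times its value of 1189 under the alternatives to the test, scaling, filter, features and depth, from 1002 genes with sample quality weights to 1407 with total counts alone. Across the fits that each left out 1 BcorΔE9-10 library it ran from 723 to 924 genes, fits that had fewer libraries, and at an unadjusted p-value under 0.05 with an absolute log2 fold change over 0.5 from 1767 to 1968. All 6 transcription factors passed under these alternatives except that 5 passed in each fit without 1 BcorΔE9-10 library and 5 passed with GC correction.

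Bcor kept its direction but not its call with counts drawn down to the smallest library (log2 fold change 0.69, limma adjusted p = 0.0617), with GC correction (0.44) and with GC correction and the replicate block (0.51). Its adjusted p-value under the alternatives that gave one ran from 0.00807 to 0.224. Across the fits without 1 library its fold change ran from 0.54 to 1.01. Between 83 and 196 counts per library lie behind these values, which limits them, and for the GC correction the cause was not tested.

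Medians across the fits without 1 library ran from 0.41 to 0.65 for the HSC-associated list, -0.35 to -0.29 for myeloid maturation, -1.39 to -1.05 for basophil-mast-eosinophil, 0.34 to 1.39 for erythroid, 0.18 to 1.73 for lymphoid, -0.12 to 0.47 for megakaryocyte and -0.21 to 0.09 for proliferation. With 1 BcorWT library left no test was made. These fits filter genes anew. On the same genes as with all libraries, a setting chosen after seeing the data, the medians ran from 0.35 to 0.60 for the HSC-associated list, -0.35 to -0.29 for myeloid maturation, -1.40 to -1.06 for basophil-mast-eosinophil, 0.34 to 1.26 for erythroid, 0.19 to 1.65 for lymphoid, -0.12 to 0.38 for megakaryocyte and -0.21 to 0.09 for proliferation. The erythroid median without BcorΔE9-10 library 3 was 0.34 either way. Without library 2 it was 0.48 with genes filtered anew and 0.80 on the same genes, and without BcorWT library 1 it was 0.83 and 0.61. The lymphoid median without BcorΔE9-10 library 3 was 0.49 with genes filtered anew and 0.86 on the same genes. It was 1.73 and 1.65 without BcorWT library 1, and 0.18 and 0.19 without BcorWT library 2. The lymphoid list passed without BcorΔE9-10 library 1 (1.57, camera adjusted p = 0.0184, and 1.26 on the same genes, camera adjusted p = 0.0274) and with no expression filter (0.96, camera adjusted p = 0.0221), and reversed with at least 10 counts in every library (-0.057), where 4 of its genes were left. The megakaryocyte median, near 0, reversed with sample quality weights (-0.0048), at least 10 counts in every library (-0.12), predicted genes left out (-0.039), counts drawn down (-0.10) and without BcorΔE9-10 library 1 (-0.12) or 2 (-0.11, and -0.12 on the same genes), and on the same genes without BcorWT library 2 (-0.037). The proliferation median reversed with total counts alone (0.079), a scaling that shifted all genes by 0.14. It also reversed without BcorWT library 2 (0.094, and 0.090 on the same genes). For the other changes the cause was not tested.

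At unchanged medians, the erythroid list (1.24) did not pass under fry (adjusted p = 0.530), and the erythroid (1.24), HSC-associated (0.42) and basophil-mast-eosinophil (-1.21) lists did not pass with an estimated correlation (camera adjusted p = 0.608, 0.111 and 0.111). Without the genes the study names and the members of families it names, the HSC-associated median was 0.13 and did not pass, as the 8 genes removed were all called higher here. That setting and the GC corrections were chosen after seeing the data.

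Replicate numbers are shared between the groups for 2 pairs. Deviations from the group means correlated at 0.057 and 0.067 across genes within these pairs, which gave little sign of a pairing. Both values rest on the same difference between the 2 BcorWT libraries, so they cannot exclude a shared preparation. With the replicate block 1454 genes were called, 1087 of them shared with the fit without it, and with the block and GC correction 1252.

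Among 33 single genes there were 589 further comparisons with an alternative, of which 536 were the same, 14 lost and 6 gained a call and 33 moved by more than the replicate spread in a fit with 1 BcorWT library. Of all these, 1 changed direction: Dmwd, at 0.79 with all libraries, was at -0.17 without BcorWT library 2.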

Other observations

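The tests on GC content, on differences between libraries of a group, on mature neutrophils and on genes with no shared sequence were chosen after the results they concern had been seen. The other tests were fixed beforehand.

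Genes with AT-rich transcript ends tended to be higher in BcorΔE9-10. If uneven recovery of fragments by GC content were the whole source of the calls, few would be left once the trend of each library was removed, but 854 of 1189 calls were kept in the same direction. For the calls that were lost, Bcor among them, GC-dependent recovery and a difference in expression that goes with GC content may both apply. Between the BcorWT libraries the correlation with GC content was weaker (Spearman -0.076 across genes).

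The BcorWT libraries also differed from one another in the direction of the group difference. Among called genes with a mean log2 CPM of at least 5, 78.1% of 269 higher genes were also higher in BcorWT library 2 than in library 1, against 55.9% of uncalled genes. Of 338 lower genes, 59.2% were also lower in library 2, against 44.1% of uncalled genes. The shares that a gradient would give were not computed. Shares of at least 90% were read as for a gradient and of at most 55% as against it. These bounds were set after exploratory values had been seen. Both BcorWT shares of called genes fell between them. Of the uncalled shares, 55.9% also lay above the lower bound and 44.1% lay below it. A share between these bounds thus decides neither for nor against a gradient. With 2 BcorWT libraries such a gradient and the effect of genotype cannot be told apart for these genes. A gradient in cell composition between mice could give the same values.

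Genes that rose by over 1.5 on the log2 scale had near-identical copies more often than uncalled genes. Of 211 such genes, 25.6% shared over 50% of their end with another gene, against 7.58% of uncalled genes of like expression, so shared reads may contribute to this part. Sharing argues for no direction by itself. Of the genes called lower, at any fold change, 5.82% shared over 50% of their end. Predicted genes and pseudogenes made up 24.6% of the genes called higher, 4.78% of those called lower and 15.5% of uncalled genes. The 211 genes include 119 with no shared 30-base word in their last 300 bases. Shared reads stay open for them too, since sequence further upstream, unannotated copies and genes on the other strand were not covered.

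The myeloid maturation list was lower in BcorΔE9-10. Carry-over of fewer mature neutrophils into the BcorΔE9-10 sorts would lower their abundant transcripts by a like factor. Of the 10 most abundant list genes 8 were lower, with S100a8 at -0.61, Ngp at -0.68 and Ltf at -0.81, but Camp was at 0.25 and Plac8 at 0.56, and Mpo barely moved (-0.09). The genes did not share 1 factor. Progenitors express several of them too, in unknown parts, so carry-over and fewer late-stage cells within the gate cannot be told apart for this list.

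Of the 10 splits of the 5 libraries into groups of 3 and 2, 1 gave as many genes with an adjusted p-value under 0.05, the labelled one, and the 9 others gave 0. At an unadjusted p-value under 0.05 the labelled split gave 2973 genes and the others from 93 to 1159. With 10 splits the share cannot be under 0.1, so the splits cannot decide on chance either way. In simulated libraries of this design with no gene changed, 0 of 11429 genes had an adjusted p-value under 0.05 and 517 an unadjusted one.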
